A study of Mus musculus with 14 samples. Its data were reported in "Base editing-mediated one-step inactivation of the Dnmt gene family reveals critical roles of DNA methylation during mouse gastrulation" (2023).

How the data were processed

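Targeted deep sequencing was used to measure base conversion in mouse embryos that had been edited as zygotes with the cytosine base editor hA3A-eBE3-Y130F. A cytosine base editor joins a Cas9 nickase to a cytidine deaminase, here an engineered human APOBEC3A, and to a uracil glycosylase inhibitor. A single guide RNA (sgRNA) brings the editor to a 20-nt protospacer next to a protospacer-adjacent motif (PAM), where the deaminase turns C into U, which is read as T after replication. Editor mRNA and sgRNAs were injected together so that a stop codon would form in each targeted gene, and embryos were collected between embryonic day 6.5 (E6.5) and E10.5. The sires were C57BL/6 and the dams were F1 females per the labels, so part of each embryo's genome comes from a second strain.

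The labels give 14 samples in 7 groups of 2. Tet-TKO embryos received the sgRNAs for Tet1, Tet2 and Tet3. Dnmt1-KO embryos received the sgRNA for Dnmt1, Dnmt3ab-DKO embryos those for Dnmt3a and Dnmt3b, and Dnmt-TKO embryos those for all 3 Dnmt genes. The 3 Tet sgRNAs were combined with that for Dnmt1 in 4KO embryos, with those for Dnmt3a and Dnmt3b in 5KO embryos, and with all 3 Dnmt sgRNAs in 6KO embryos.

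For each embryo the authors extracted genomic DNA, amplified every target site by PCR, ligated barcodes, pooled the products and sequenced them with paired-end reads on a HiSeq X instrument. The aligner, the read filters, the base calling and the genome build behind the amplicon tables are not stated in the labels or the methods. The deposited values are fractions between 0 and 1: for each embryo and gene, and for each of 26 reference bases, the share of reads with A, T, C or G. A window consists of 3 flanking bases, the 20-nt protospacer and the 3-nt PAM. Shares are given with 2 decimals at most positions and with 4 to 6 decimals at the target base, so a bystander share is known to about 1 percentage point. The 4 shares of a position added up to 1 within 0.01. Read numbers behind the shares are unknown, so no confidence interval and no detection limit is given, and the precision of a value is described by the spread between samples and between embryos. The reads carried no molecular identifiers, so a share can shift when PCR starts from few template molecules, as from a small E6.5 embryo. Insertions and deletions have no line in these tables and were not analysed here, nor were the alignment settings that decide whether a read with an indel is counted.

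There are 7 tables, each holding the embryos of 1 of the 7 groups, and control embryos lie in these tables as well. The tables name an embryo by group, stage and number, whereas the labels name a sample by group and number over the whole range of stages. Every embryo with a sample's number was taken to belong to that sample, and the sample value is the mean over its 2 to 4 embryos. This gave 42 embryos and 150 embryo-by-gene windows. Another 46 embryos with 156 windows match no labelled sample and were not used. These include the control embryos and also further embryos of the groups, whose numbers no labelled sample has. The 2 samples per group are therefore not all the embryos that the tables hold. Embryos of different stages are different animals, so the SD over 2 samples is the spread between means of a few embryos each. No pair of samples had identical target values (0 pairs). How embryos were chosen for sequencing is not stated in the labels, and embryos kept because of their genotype or phenotype would raise the shares.

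Each protospacer with its PAM was searched on both strands of GRCm38 and annotated with GENCODE M21. The reference windows in the tables were compared with the genome base by base, and the Dnmt3a window, which is written on the strand opposite to the guide, was converted to the guide strand. Positions are counted from 1 at the PAM-distal end of the protospacer to 20, and flanking bases before it are negative. A substitution such as C8T gives the reference base on the guide strand, the position and the read base. The target C was the first base of an in-frame CAA, CAG or CGA codon at positions 3 to 9. That rule has no match in Dnmt3a, where the guide lies on the strand opposite to the gene and C-to-T changes at either C4 or C5 turn the TGG codon into a stop. C5 was taken there, because the table gives more decimals at it, and C4 is reported with the bystanders. Bystander C positions are named one by one where the mean T share of some group was at least 5%. All 6 targeted genes are named in every group that carries their sgRNA.

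Conversion is the percentage of reads with T at the target C, out of the reads of all 4 bases, and groups are given as mean and SD over samples. Background was planned as the T share in control embryos. Those embryos are outside the labelled samples, so the fallback was used: the mean T share at reference C outside positions 1 to 12 of the same window. It averaged 0.248% over the windows and reached 13.0% in a Tet2 window, where C13 itself was converted, so it overstates the background there. Background was not subtracted in the reported values. For each gene, samples with and without the sgRNAs of the other gene family were compared by an exact permutation test of the difference of means (two-sided, all splits), with Benjamini-Hochberg adjustment over the 6 genes. With 2 samples against 6 there are 28 splits and the smallest p is 0.0357, and with 4 against 4 there are 70 splits and the smallest p is 0.0286. Single pairs of groups were not tested, because 2 samples against 2 cannot reach 0.05. Each group lies in its own table, so a batch and a group cannot be told apart in any comparison between groups. The tests take each sample as independent, although samples lie in pairs within groups.

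The rule for targets, the tests and most alternatives were fixed before the data were examined. These alternatives were T/(T+C) as the share, the mean over every C at positions 4 to 8, subtraction of the background, logit-transformed shares limited to 0.001 and 0.999, the difference of medians, the replicate number as a block, thresholds of 80% and 95% in place of 90%, and leaving out each sample in turn. Restriction to a single stage and the use of each embryo as a unit were added after the data had been seen. The reading of the tables was tested on 150 simulated windows, and the known value came back in 150 of them. The test was run on 2000 simulated data sets per design, made of independent normal values without differences between groups of the same side. Without a difference, 2.75% of 4-against-4 sets and 3.55% of 2-against-6 sets had p under 0.05, and with a difference of 5 SD these shares were 99.7% and 99.5%. Computations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots matplotlib 3.10.9.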

Results

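Base conversion was measured by amplicon sequencing at 6 sgRNA sites in embryos of 7 groups, each with 2 samples and 2 to 4 embryos per sample. The Tet-TKO, 4KO, 5KO and 6KO groups carry the 3 Tet sgRNAs, and between 1 and 3 of the Dnmt sgRNAs were used in Dnmt1-KO, Dnmt3ab-DKO, Dnmt-TKO, 4KO, 5KO and 6KO embryos. The 42 embryos gave 150 embryo-by-gene values, 48 sample-by-gene values and 24 gene-by-group means. Read depth is unknown for these values. Errors are SDs over the 2 samples of a group, and a difference between single groups was not tested, since 2 samples against 2 cannot reach 0.05 in an exact test.

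Each of the 6 protospacers with its PAM matched the GRCm38 chromosomes exactly 1 time. The Tet1 protospacer ACACAGTCAGGAGAAACGCA (PAM TGG) lies at chromosome 10, 62839073 to 62839092, on the minus strand in exon 4 of 13 of transcript Tet1-206. C8T at position 62839085 changes codon 1071 of 2039 into a stop (Q1071*), at 52.5% of the protein length. The Tet2 protospacer AATTCAGGTTCTCAACGAGC (PAM AGG) lies at chromosome 3, 133488137 to 133488156, on the minus strand in exon 3 of 11 of Tet2-201, and C5T at 133488152 makes Q174* of 1912 residues (9.1%). The Tet3 protospacer GGTAGACCAGAAGCCCGACT (PAM GGG) lies at chromosome 6, 83404641 to 83404660, on the minus strand in exon 4 of 12 of Tet3-203. Its C8T at 83404653 makes Q178* of 1803 residues (9.9%). All 3 Tet protospacers lie wholly in coding sequence of genes transcribed from the minus strand.

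The Dnmt1 protospacer ATCAATCAGTGGTGGCTCAG (PAM TGG) lies at chromosome 9, 20923746 to 20923765, on the minus strand in exon 18 of 39 of Dnmt1-201, and C7T at 20923759 makes Q469* of 1620 residues (29.0%). The Dnmt3a protospacer GTTCCAGGGGTCTTCCTTAA (PAM TGG) lies at chromosome 12, 3899923 to 3899942, on the minus strand, opposite to the gene, in exon 15 of 23 of Dnmt3a-201. There C5T at 3899938 makes W577* of 908 residues (63.5%). The Dnmt3b protospacer GTATCAGGTAAAGCCTGAGA (PAM AGG) lies at chromosome 2, 153666095 to 153666114, on the plus strand. It spans the end of exon 6 of 23 of Dnmt3b-202, with 7 nt in the exon and 13 nt in the following intron, and C5T at 153666099 makes Q225* of 859 residues (26.2%). The stop was present in every annotated complete coding transcript that was examined, from 2 of 2 for each Tet gene to 4 of 4 for Dnmt1 and Dnmt3a and 10 of 10 for Dnmt3b.

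**Figure D1:**
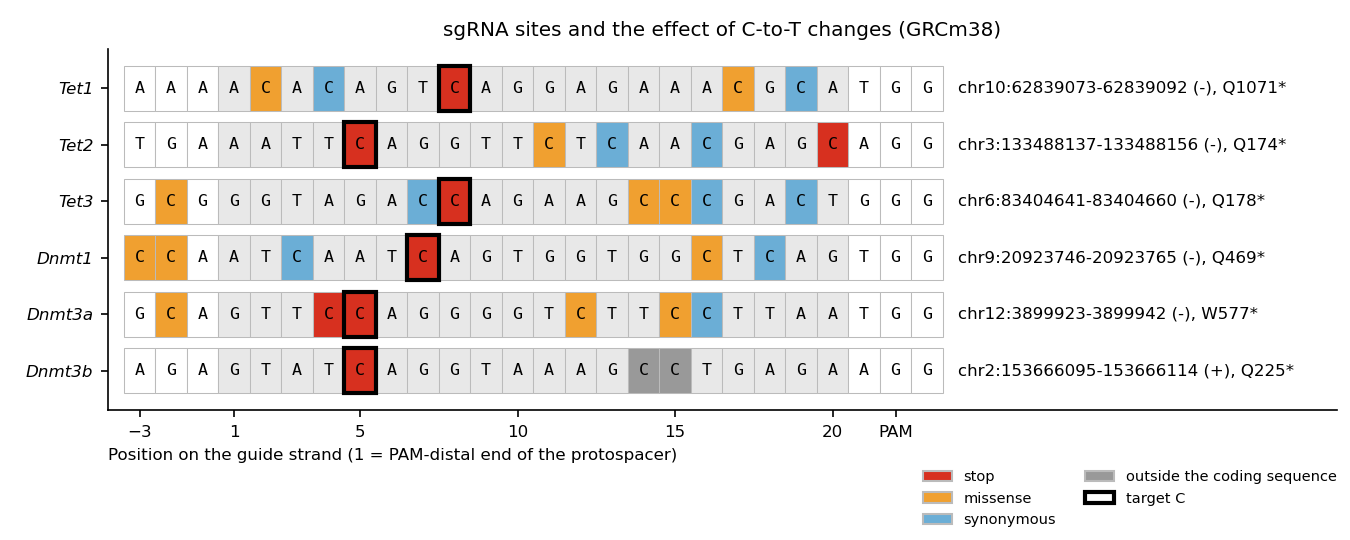
Windows of the 6 sgRNA sites on the guide strand (x axis, position counted from 1 at the PAM-distal end of the protospacer), coloured by the coding effect of a C-to-T change at each C, with the target C outlined. The target C lies at position 8 in Tet1 and Tet3, 7 in Dnmt1 and 5 in Tet2, Dnmt3a and Dnmt3b, and a second stop-making C lies at position 4 in Dnmt3a.

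Conversion at the target C was first compared over all embryos. The 150 embryo-by-gene values ran from 93.2% to 99.9% with a median of 99.0%, and the 24 group means from 96.8% to 99.9%. At the Tet1 target, conversion was 97.8% ± 0.529 (SD, n = 2) in Tet-TKO, 99.7% ± 0.0503 (SD, n = 2) in 4KO, 98.3% ± 0.388 (SD, n = 2) in 5KO and 96.8% ± 1.80 (SD, n = 2) in 6KO. At the Tet2 target it was 98.5% ± 0.247 (SD, n = 2) in Tet-TKO, 99.9% ± 0.0032 (SD, n = 2) in 4KO, 98.5% ± 0.704 (SD, n = 2) in 5KO and 97.8% ± 0.976 (SD, n = 2) in 6KO. At the Tet3 target it was 98.7% ± 0.886 (SD, n = 2) in Tet-TKO, 99.8% ± 0.0524 (SD, n = 2) in 4KO, 98.5% ± 0.0127 (SD, n = 2) in 5KO and 97.7% ± 1.09 (SD, n = 2) in 6KO. In each Tet gene both 4KO samples were above every sample of the other groups. Within each Tet gene the Tet-TKO, 5KO and 6KO means differed by less than the largest of their SDs.

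At the Dnmt1 target, conversion was 99.4% ± 0.0296 (SD, n = 2) in Dnmt1-KO, 99.5% ± 0.215 (SD, n = 2) in Dnmt-TKO, 99.0% ± 0.145 (SD, n = 2) in 4KO and 99.1% ± 0.929 (SD, n = 2) in 6KO. At the Dnmt3a target it was 99.6% ± 0.0478 (SD, n = 2) in Dnmt3ab-DKO, 97.8% ± 0.223 (SD, n = 2) in Dnmt-TKO, 99.5% ± 0.0214 (SD, n = 2) in 5KO and 98.2% ± 0.109 (SD, n = 2) in 6KO. At the Dnmt3b target it was 98.0% ± 1.12 (SD, n = 2) in Dnmt3ab-DKO, 97.7% ± 0.943 (SD, n = 2) in Dnmt-TKO, 97.9% ± 0.0102 (SD, n = 2) in 5KO and 99.2% ± 0.108 (SD, n = 2) in 6KO. An SD between 2 means of a few embryos can be far below the spread of the embryos. In 5KO the SD over embryos was 0.790 points at Dnmt3b and 0.701 points at Tet3. Reads with A or G at the target made up between 0.0365% (Tet2 in 5KO) and 1.45% (Tet1 in 6KO) of a group mean. Among the alternatives, the mean over every C at positions 4 to 8 moved these values most, and gave 61.7% at Tet3 in 5KO, because bystander C positions then count as targets.

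**Figure D2:**
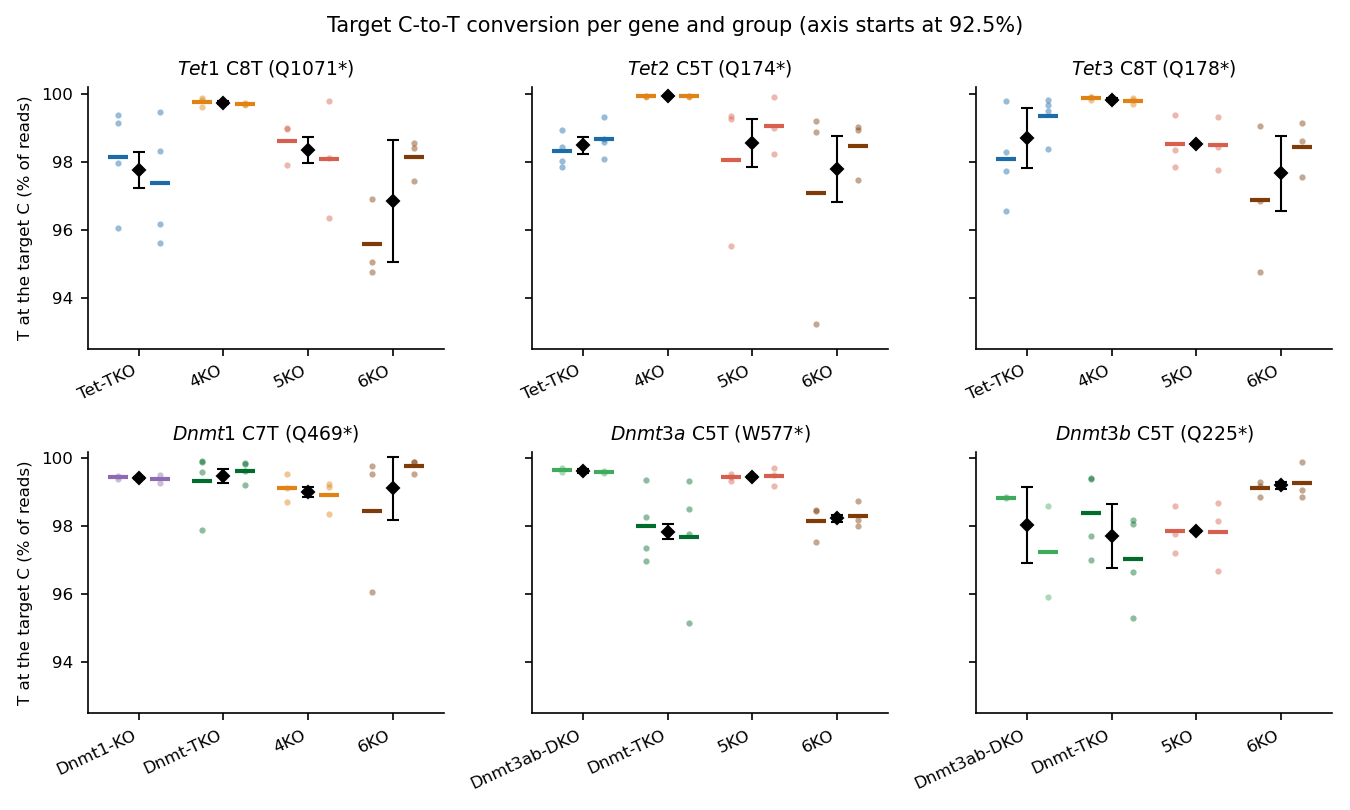
Percentage of reads with T at the target C (y axis, which does not start at 0) by group for each gene. Pale points are embryos, short bars the 2 samples of a group, diamonds the group mean and error bars the SD over the 2 samples. The embryo values lie between 93.2% and 99.9%, and the 4KO samples are the highest at the 3 Tet genes.

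The injections were meant to yield embryos in which every targeted gene carries a stop codon. A threshold of 90% was met at 48 of 48 sample-by-gene sites and at 150 of 150 embryo-by-gene sites, so that 42 of 42 embryos reached it at every gene targeted in them. For 6KO this was 36 of 36 embryo sites in 6 of 6 embryos. At 95% the sample counts stayed at 48 of 48, whereas 147 of 150 embryo sites and 41 of 42 embryos passed. The 3 sites under 95% lay in 1 embryo of 6KO. Shares of reads do not show which alleles occur together in a cell, so these counts are not genotypes.

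The same sgRNA was injected with and without sgRNAs for the other gene family. Conversion at a site was therefore compared between sequenced embryos with fewer and with more sites targeted together. How these embryos were chosen is not stated in the labels. If only highly converted embryos were kept, shares would be high in every group, so the comparison does not answer the question for all injected embryos. Tet1 conversion was 97.8% ± 0.529 (SD, n = 2) in Tet-TKO and 98.3% ± 1.53 (SD, n = 6) with Dnmt sgRNAs, a difference of 0.553 points (exact permutation test, two-sided, p = 0.679, adjusted p = 0.926), and 5 of 6 samples were above the Tet-TKO mean. Tet2 conversion was 98.5% ± 0.247 (SD, n = 2) without and 98.7% ± 1.11 (SD, n = 6) with Dnmt sgRNAs (difference 0.263 points, exact permutation test, two-sided, p = 0.75, adjusted p = 0.926, 3 of 6 samples above). For Tet3 the mean was 98.7% ± 0.886 (SD, n = 2) without and 98.7% ± 1.09 (SD, n = 6) with Dnmt sgRNAs (difference −0.0410 points, exact permutation test, two-sided, p = 1, adjusted p = 1). The smallest p these 28 splits allow is 0.0357.

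Dnmt1 conversion was 99.4% ± 0.130 (SD, n = 4) without and 99.1% ± 0.545 (SD, n = 4) with Tet sgRNAs (difference −0.380 points, exact permutation test, two-sided, p = 0.229, adjusted p = 0.926), and 3 of 4 samples with Tet sgRNAs were below all samples without. Dnmt3a conversion was 98.7% ± 1.04 (SD, n = 4) without and 98.8% ± 0.708 (SD, n = 4) with Tet sgRNAs (difference 0.110 points, exact permutation test, two-sided, p = 0.771, adjusted p = 0.926). For Dnmt3b the values were 97.9% ± 0.868 (SD, n = 4) and 98.5% ± 0.783 (SD, n = 4) (difference 0.642 points, exact permutation test, two-sided, p = 0.343, adjusted p = 0.926). The 70 splits allow a smallest p of 0.0286. At none of the 6 genes did the difference pass 0.05, with or without adjustment, and after adjustment a single gene at the smallest possible p would not pass either. The directions at Tet3 and Dnmt3a depended on single samples: without Tet-TKO replicate 2 the Tet3 difference was 0.585 points, and without Dnmt-TKO replicate 2 the Dnmt3a difference was −0.240 points. The other genes kept their direction when any 1 sample was left out, but the size varied, at Tet2 from 0.0273 points (without 4KO replicate 2) to 0.594 points (without 6KO replicate 1). The alternative that moved a difference most was the mean over every C at positions 4 to 8, which gave −11.4 points at Tet3. Subtraction of the background changed the direction at Tet2, to −1.18 points, and the logit scale changed it at Tet3 and Dnmt3a. Because every group lies in a table of its own, a batch and a group cannot be told apart in these comparisons. The tests exchange samples freely between groups, so these p-values do not measure the spread between groups.

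Conversion outside the target C was read from the other C positions of each window. Of these, 8 reached a group mean of 5% in at least 1 group, and the other 18 had group means up to 1.34% and embryo values up to 6.06%. At the Tet1 site, C4T (synonymous) was read at 26.1% ± 16 (SD, n = 2) in Tet-TKO, 48.1% ± 6.75 (SD, n = 2) in 4KO, 53.2% ± 10.2 (SD, n = 2) in 5KO and 33.1% ± 1.04 (SD, n = 2) in 6KO. C2T in the same window (H1069Y) was at 5.01% ± 4.59 (SD, n = 2) in Tet-TKO and 7.06% ± 8.10 (SD, n = 2) in 4KO, with 1 embryo at 31.0% and 1 at 38.4% raising these means, and at 1.0% and 2.5% in 5KO and 6KO. At the Tet2 site, C11T (L176F) had its highest mean in 4KO, 11.5% ± 11.5 (SD, n = 2), and C13T (synonymous) in 5KO, 7.0% ± 8.96 (SD, n = 2). The means of both positions had SDs close to or above the mean where they passed 5%.

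At the Dnmt1 site, C3T (synonymous) was read at 76.8% ± 15.9 (SD, n = 2) in Dnmt1-KO, 71.0% ± 17.5 (SD, n = 2) in Dnmt-TKO, 79.5% ± 4.48 (SD, n = 2) in 4KO and 87.5% ± 4.94 (SD, n = 2) in 6KO, differences that the spread between samples covers. At the Dnmt3a site, C4T, which makes the same stop as the target (W577*), was at 100% ± 0 (SD, n = 2) in Dnmt3ab-DKO, 97.6% ± 0.527 (SD, n = 2) in Dnmt-TKO, 99.8% ± 0.236 (SD, n = 2) in 5KO and 98.5% ± 0.233 (SD, n = 2) in 6KO. In every embryo it differed from C5T by at most 1.78 points. C12T of Dnmt3a (D575N) was at 6.5% ± 8.72 (SD, n = 2) in 5KO, from 1 embryo at 38.0%, and at most 1.13% in the other groups. At the Dnmt3b site, where C14 and C15 lie in the intron, T at the other C positions was listed at 0.

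**Figure D3:**
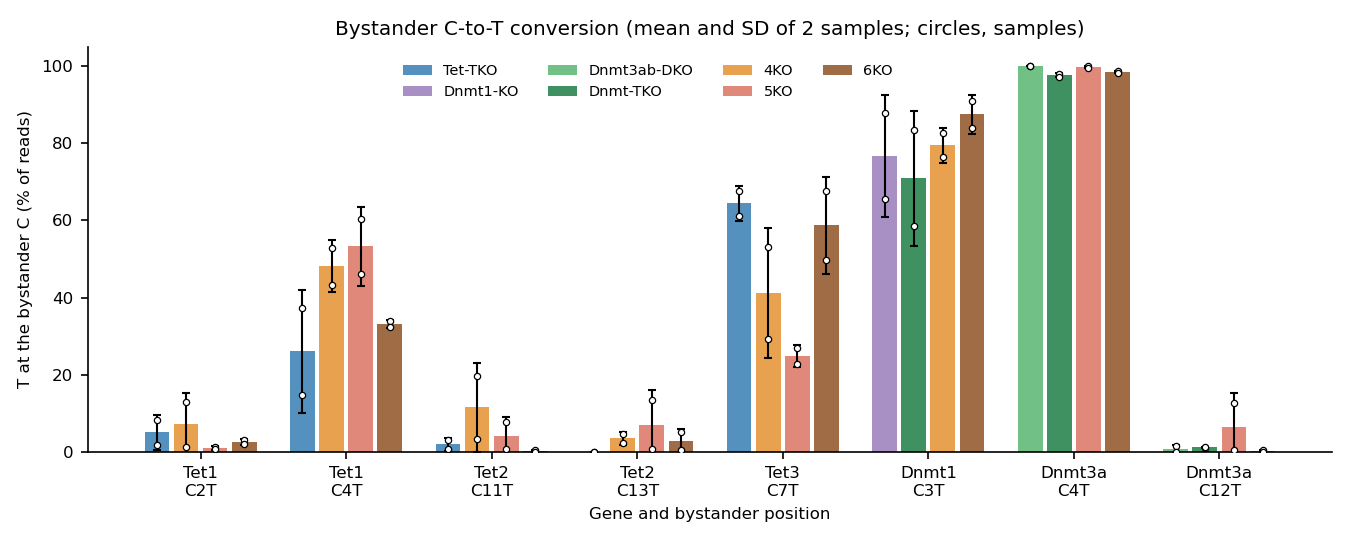
Percentage of reads with T (y axis) at the 8 bystander C positions whose group mean reached 5% in some group. Bars are group means, error bars SDs and circles the 2 samples; C4T of Dnmt3a lies between 97.6% and 100%, C3T of Dnmt1 between 71.0% and 87.5%, and the remaining positions are lower.

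The C next to the Tet3 target gave other products than T. C7T (synonymous) was read at 64.4% ± 4.45 (SD, n = 2) in Tet-TKO, 41.3% ± 16.9 (SD, n = 2) in 4KO, 24.8% ± 2.82 (SD, n = 2) in 5KO and 58.7% ± 12.6 (SD, n = 2) in 6KO. C7G (D177E) was read at 31.6% ± 6.19 (SD, n = 2), 36.8% ± 4.46 (SD, n = 2), 58.6% ± 0.202 (SD, n = 2) and 17.2% ± 6.35 (SD, n = 2) in the same groups. C7A (D177E) was at 2.24% ± 1.04 (SD, n = 2), 21.9% ± 12.4 (SD, n = 2), 12.7% ± 6.59 (SD, n = 2) and 10.9% ± 11.7 (SD, n = 2). Unconverted C remained at 1.74%, 0%, 3.86% and 13.2% there. G was at 5% or more in 25 of 26 embryos, and in 12 of 26 it was above T. At the adjacent target, A and G together averaged 0.225%. The choice of share matters most at this position: as T/(T+C), C7T in 5KO is 84.5% in place of 24.8%.

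**Figure D4:**
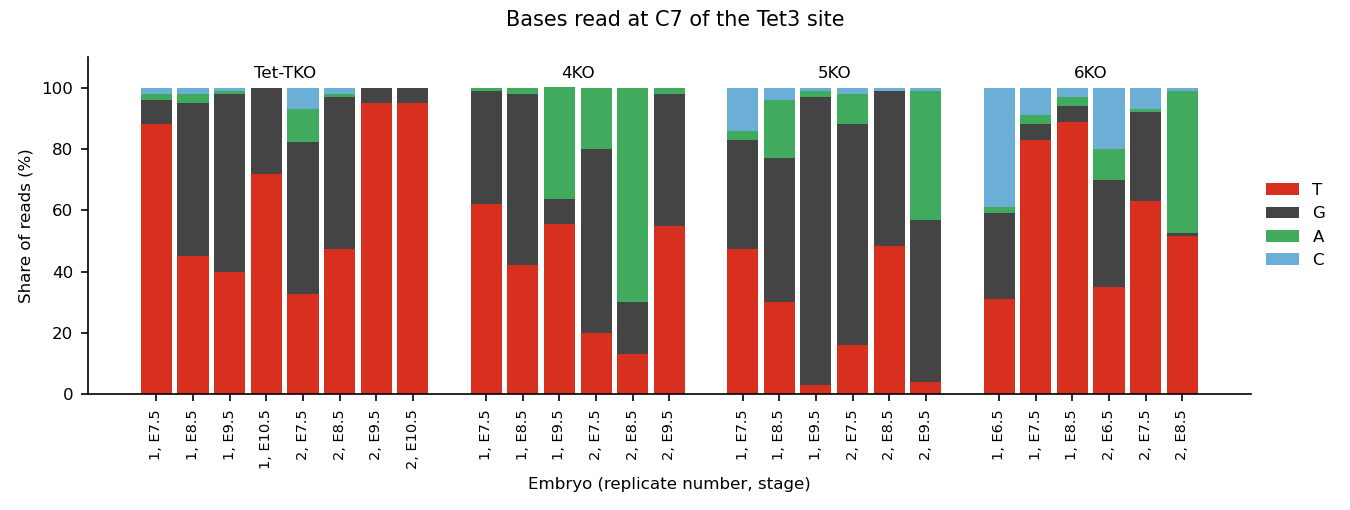
Share of reads (y axis, %) with T, G, A or C at C7 of the Tet3 site in each of the 26 embryos, grouped by Tet-TKO, 4KO, 5KO and 6KO and named by replicate number and stage. G ranges from 1.01% to 94.0% and A from 0% to 70.0%.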

Values the study reported

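The study reported C-to-T conversion of about 90% at an EGFP site in blastocysts with the editor used here. Among blastocysts injected with the Tet sgRNAs, it scored 9 of 16 (56.3%) as homozygous for the stop mutation at every targeted site. With the Dnmt sgRNAs, 11 of 16 blastocysts were scored as lacking all Dnmt genes, and with all sgRNAs together 4 of 24 blastocysts were scored as mutant in every gene.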

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

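The tests of explanations in this part were chosen after the results they bear on had been seen. The test for shifted reads in the Dnmt1 amplicon was likewise aimed at 1 embryo singled out by its low value. For every target and named bystander, the embryos of a group were compared with each other, and an embryo was singled out when its distance to the nearest other embryo, relative to the whole range, was above Dixon's critical value at 0.05. Of 46 such sets, 12 held an embryo of this kind, 4 at a target and 8 at a bystander. Another 10 bystander sets with a range under 5 points were not tested, because rounding of the tables decides distances there. The criterion picks about 1 in 20 sets by chance when values spread normally. Shares that gather at 0% or 100% do not, and a far embryo itself widens the range, so the count at bystanders is not set against chance. At targets, where no set was left out, it was 4 of 24. The embryos of a set differ in stage, and a single embryo differs from its group in no factor that the labels name, so no biological explanation was tested for them.

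The E6.5 embryo of 6KO replicate 1 was far from the others at 2 targets. Its C5T share at Tet2 was 93.2%, against 97.4% to 99.2% in the other 6KO embryos, and its C7T share at Dnmt1 was 96.1%, against 99.5% to 99.9%. At Tet2 the 97.4% came from the E6.5 embryo of replicate 2, and the E7.5 and E8.5 embryos had 98.9% to 99.2%. A part of stage in the low Tet2 value was not tested. At Dnmt1 the E6.5 embryo of replicate 2 was not low (99.9%). The replicate 1 embryo was also the lowest 6KO embryo at Tet1 (94.8%) and Tet3 (94.8%), though not far enough from the next one to be singled out there. Unedited DNA mixed into the embryo's sample would leave unconverted C at all genes alike. Unconverted C was 6.67% at Tet2 and 4.39% at Tet3 but 1.33% at Dnmt3a, 1.17% at Tet1, where A and G made up 4.06%, and 0.255% at Dnmt3b in this embryo, which argues against mixed DNA as the whole cause of the loss at Tet2. At Dnmt1, bases other than the reference averaged 2.42% over positions that hold no C, against at most 0.352% in the other 23 embryos, so reads of another sequence are a candidate explanation. The remainder at the Dnmt1 target was however mostly C (3.25%), with 0.410% A and 0.278% G, and whether unconverted reads or foreign reads lowered the share cannot be told apart from base shares. One fixed shift, as an indel outside the window leaves it, matched the other bases at 10 of 16 positions at best (p = 0.370 over 10000 shuffles, permutation test, shifts up to 25 nt). This argues against reads shifted over the whole window. An indel inside the window would shift only 1 side of it and was not tested. Uneven PCR of few templates was not tested.

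In the E8.5 embryo of Dnmt-TKO replicate 1, C7T at Dnmt1 was 97.9%, against 99.2% to 99.9% in the other Dnmt-TKO embryos. Unconverted C was 1.99% at Dnmt1, 2.96% at Dnmt3a and at least 1.90% at every gene of this embryo, a pattern that unedited DNA mixed into the sample could give. Since 1 of the 7 other Dnmt-TKO embryos also held at least 1.90% at both Dnmt3a and Dnmt3b without a low Dnmt1 value, mixed DNA and incomplete editing cannot be told apart. In the E10.5 embryo of Dnmt3ab-DKO replicate 2, C5T at Dnmt3b was 95.9%, against 98.6% to 98.9% in the others. Unconverted C was 3.93% at Dnmt3b and 0.239% at Dnmt3a there, which argues against mixed DNA as the whole cause.

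Among bystanders, 7 embryos were high and 1 was low. Tet1 C2T was 31.0% in the E10.5 embryo of Tet-TKO replicate 2, where the others had 0% to 3.03%, and 38.4% in the E9.5 embryo of 4KO replicate 1, where the others had 0% to 4.0%. Tet2 C11T was 10% in the E7.5 embryo of Tet-TKO replicate 1 and 22% in that of 5KO replicate 2, against at most 2.0% in the others of either group. Tet2 C13T was 39.0% in the E8.5 embryo of 5KO replicate 1 and 14% in the E6.5 embryo of 6KO replicate 1, and Dnmt3a C12T was 38.0% in the E9.5 embryo of 5KO replicate 2, against at most 1.0% in the others of each group. Tet1 C4T was low, 12%, in the E8.5 embryo of 4KO replicate 2, against 45% to 64.6%. A C or T variant carried by one parental strain would give shares near 50% or 100%, and 0 of the 7 high values lay within 10 points of these, which argues against it.

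One deaminated stretch that reaches from the target C to the bystander would raise every C in between at least as far. For Tet1 C2T the C in between, C4T, was at 34.0% and 45%, at least as high in 2 of 2 embryos, so that this explanation stays open. The test is weak, since C4T had group means of 26.1% in Tet-TKO and 48.1% in 4KO in any case. For Tet2 C13T the C in between, C11T, was at 0% and 1.0%, as high in 0 of 2 embryos, which argues against such a stretch. Separate editing events in single cells of the early embryo were not tested for these positions.

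Target conversion was also compared between pairs of groups that differ by the same added sgRNAs, 12 contrasts in all, and samples moved in opposite directions without overlap in 2 of them. With Tet sgRNAs added, Dnmt3a conversion fell by 0.171 points from Dnmt3ab-DKO to 5KO and rose by 0.390 points from Dnmt-TKO to 6KO, a difference of 0.561 points. An exact permutation test within the pairs (two-sided) gave p = 0.0556, the smallest its 36 splits allow, and an adjusted p of 0.222 over the 12 contrasts. That p leaves chance between 2 samples and 2 samples open, since 0.05 is out of reach. The groups differ in stages, but over shared stages alone (1 stage for the first pair, 3 for the second) the changes were −0.0570 and 0.891 points, a difference of 0.948 points. The first pair shares only E9.5 and the second only E6.5 to E8.5, so 0 stages are common to all 4 groups, and stage and the sgRNAs present cannot be told apart.

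With the Dnmt1 sgRNA added, Tet3 conversion rose by 1.12 points from Tet-TKO to 4KO and fell by 0.853 points from 5KO to 6KO, a difference of −1.98 points. The exact permutation p was again 0.0556, the smallest possible, and 0.222 after adjustment. Over shared stages the changes were 1.46 points over 3 stages and −0.164 points over 2 stages, a difference of −1.63 points. The 6KO samples (97.9% and 98.9%) then lay on both sides of the 5KO samples (98.6% and 98.5%), so stage is neither excluded nor shown for the second pair. For both contrasts the sgRNAs injected, the batch of a group and chance cannot be told apart, because each group is a table of its own with 2 samples.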

How the results depend on the processing

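Single-stage comparisons and the comparison with each embryo as a unit were chosen after the data had been seen, and the other alternatives were not. A value is called moved when it changed by more than 1 SD over the 2 samples. Several SDs are far below 0.1 points, so small shifts count as moves there. No comparison of groups passed 0.05 after adjustment under any of 108 alternative tests. The smallest raw p was 0.0286 and the smallest adjusted p 0.171, both from 1 test, Dnmt1 without 6KO replicate 2, where the difference was −0.615 points (exact permutation test, two-sided, 35 splits). Adjusted p ranged up to 1 at each gene. With samples as units a single gene at the smallest possible p cannot pass after adjustment over 6 genes, so the absence of calls there says little unless several genes had reached that p together. A single gene had no such limit in the tests with each embryo as a unit.

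With T/(T+C) as the share, 12 of 24 target means moved, all upward, because A and G leave the denominator. They became 98.7% (Tet1, Tet-TKO), 99.89% (Tet1, 4KO), 99.97% (Tet2, 4KO), 99.92% (Tet3, 4KO), 98.6% (Tet3, 5KO), 99.6% (Dnmt1, Dnmt1-KO), 99.4% (Dnmt1, 4KO), 99.7% (Dnmt3a, Dnmt3ab-DKO), 99.58% (Dnmt3a, 5KO), 98.4% (Dnmt3a, 6KO), 98.1% (Dnmt3b, 5KO) and 99.37% (Dnmt3b, 6KO). Among 32 bystander means, 4 moved, all at Tet3 C7T, to 96.2% in Tet-TKO, 100% in 4KO, 84.5% in 5KO and 80.5% in 6KO, because G and A make up much of the reads there.

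With the background subtracted, 6 target means moved, to 98.7% (Tet2, 4KO), 96.2% (Tet2, 5KO), 99.6% (Tet3, 4KO), 98.47% (Tet3, 5KO), 99.3% (Dnmt3a, Dnmt3ab-DKO) and 97.5% (Dnmt3a, Dnmt-TKO). Of 28 bystander means, 3 moved, to −0.741% (Tet2 C11T, 6KO), 99.67% (Dnmt3a C4T, Dnmt3ab-DKO) and 0.748% (Dnmt3a C12T, Dnmt-TKO). Tet2 C13T is part of its own background and was left out. The mean over every C at positions 4 to 8 moved 11 target means, by its construction, at the genes with a bystander in that range. Tet1 became 61.9%, 73.9%, 75.8% and 65.0% and Tet3 81.6%, 70.5%, 61.7% and 78.2% in Tet-TKO, 4KO, 5KO and 6KO, and Dnmt3a 99.81% in Dnmt3ab-DKO, 99.64% in 5KO and 98.37% in 6KO. Leaving out 1 sample moved 0 of 48 target values and 0 of 64 bystander values by more than the SD, which for 2 samples is so by construction. The counts of samples, sample-by-gene sites and embryo-by-gene sites at 90% already include every one, so a threshold of 80%, T/(T+C) and leaving out 1 sample could not lower the share that passes and say nothing about stability. The threshold of 95% could, and left 48 of 48 sample-by-gene and 147 of 150 embryo-by-gene sites.

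The direction of the differences was less stable. At Tet2 it turned to −1.18 points with the background subtracted, where C13T inflates the background of the groups with Dnmt sgRNAs. On the logit scale it turned at Tet3 (0.317) and Dnmt3a (−0.0896), and the cause was not tested. Leaving out each sample in turn reversed 7 of 48 differences. Those at Tet3 ranged from −0.667 to 0.585 points, reversed without Tet-TKO replicate 2 and without either 6KO sample, and those at Dnmt3a from −0.240 to 0.418 points, reversed without either Dnmt-TKO or either 5KO sample. The other genes kept their direction with sizes that depended on single samples, from 0.179 to 1.10 points at Tet1, 0.0273 to 0.594 at Tet2, −0.615 to −0.177 at Dnmt1 and 0.366 to 0.962 at Dnmt3b. E7.5 embryos alone reversed Tet3 (0.0374 points) and Dnmt3b (−0.303 points). E8.5 embryos alone reversed Tet3 (0.900 points) and Dnmt1 (0.574 points). E9.5 embryos alone, without 6KO, reversed Tet1 (−0.556 points), Tet3 (0.941 points) and Dnmt3b (−0.347 points). Where the direction stayed, some sizes grew: Dnmt3a was 2.70 points at E7.5 and 0.946 points at E8.5, Tet1 2.17 points at E7.5, Tet2 1.25 points at E9.5 and Dnmt3b 1.59 points at E8.5. For Dnmt3a at E7.5 and Tet2 at E9.5 the exact permutation p was 0.0667 (two-sided), the smallest possible there, and 0.4 after adjustment. No Dnmt3ab-DKO embryo of E7.5 or E8.5 was used, so Dnmt3a and Dnmt3b are set against Dnmt-TKO alone at these stages. For the single stages the set of groups and embryos changes with the stage, and the cause was not tested further. T/(T+C), the mean over positions 4 to 8 and the difference of medians kept all 6 directions.

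The replicate numbers do not pair the samples: replicate 1 was above replicate 2 in 12 of 24 gene-by-group pairs. With the replicate number as a block, the differences are the same (−0.380 points at Dnmt1, for example) and only p changes (exact permutation tests, two-sided). The exact p ranged from 0.278 at Dnmt1 to 1 at Tet3, where the 16 splits at a Tet gene allow a smallest exact p of 0.0625 and the 36 splits at a Dnmt gene 0.0556. With each embryo as a unit, which treats embryos of a sample as independent, all 6 directions stayed and permutation p ranged from 0.153 (Dnmt3b) to 0.943 (Tet3), with adjusted p of at least 0.645. Read depth is unknown, so its effect on these values was not tested.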

Other observations

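All tests in this part were chosen after the results they bear on had been seen. The counts of homozygous blastocysts quoted from the study above and the 42 of 42 embryos here that passed 90% at every targeted gene differ in stage, in scoring and in how they entered the data, so neither is set above or below the other.

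In each of the 3 Tet genes, both 4KO samples were above every sample of the other groups. The lowest 4KO sample and the highest other sample were 99.7% and 98.6% at Tet1, 99.92% and 99.0% at Tet2, and 99.8% and 99.3% at Tet3. Within single stages, 14 of 18 4KO embryo values were above every embryo of the other groups. This difference was noticed in the values and not tested. If more sgRNAs injected together lowered conversion, Tet-TKO with 3 sgRNAs should be at or above 4KO with 4, but Tet-TKO minus 4KO was −1.51 points as a mean over the 3 genes. This argues against the number of sgRNAs as the cause of the gap to Tet-TKO. The gap to 5KO and 6KO goes the way this explanation needs. The means fell from 4KO to 5KO to 6KO at 3 of 3 Tet genes, with 6KO minus 4KO at −2.40 points. Of these groups only 6KO has E6.5 embryos, and the order of 5KO and 6KO depended on stage. At E7.5, 6KO was above 5KO at Tet2 (98.9% against 96.9%) and Tet3 (99.1% against 97.8%). It was below 5KO at Tet1 at E7.5 (96.2% against 98.0%) and at all 3 genes at E8.5. Both 6KO samples were below both 5KO samples at only 1 of the 3 genes, Tet3, and among the Dnmt genes 6KO was 0.0936 points above 4KO at Dnmt1, 1.35 points above 5KO at Dnmt3b and −1.22 points from 5KO at Dnmt3a. For this gap the number of sgRNAs and the batch cannot be told apart. Cleaner reads in the whole 4KO table would raise Dnmt1 as well, but Dnmt1 in 4KO fell by 0.316 points against the other groups. What also stays open is a batch of injection or sequencing, which cannot be told apart from the group here, and an effect of this combination of sgRNAs, which was not tested.

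Dnmt3a conversion was lower in the groups that also carry the Dnmt1 sgRNA. It was 99.5% ± 0.103 (SD, n = 4) in Dnmt3ab-DKO and 5KO and 98.0% ± 0.267 (SD, n = 4) in Dnmt-TKO and 6KO, a difference of −1.50 points with 4 of 4 samples lower. An exact permutation test (two-sided) gave p = 0.0286, the smallest its 70 splits allow, and an adjusted p of 0.257 over the 9 comparisons of this kind. With so few samples a single comparison at the smallest p cannot pass 0.05 after this correction, so the adjusted p does not speak for or against the difference. The test also takes samples as exchangeable, although they lie in pairs within groups. Its p therefore does not measure the spread between groups. Stages alone do not account for the difference. At the 3 shared stages, 10 of 10 embryos with the Dnmt1 sgRNA were below every embryo of the same stage without it. The mean gaps were −1.87, −1.73 and −0.208 points at E7.5, E8.5 and E9.5, so a part of stage in the size stays open. At E7.5 and E8.5 the embryos without this sgRNA were all 5KO, and at E9.5 those with it were all Dnmt-TKO. Mixed-in unedited DNA would leave as much unconverted C at Dnmt1, but 13 of 14 embryos held more at Dnmt3a than at Dnmt1 (exact sign test, two-sided, p = 0.00183). More sgRNAs injected together would put 5KO at or below Dnmt-TKO, but 5KO was 1.61 points above it, which argues against their number as the whole cause. Dnmt-TKO does carry 1 sgRNA more than Dnmt3ab-DKO, and 6KO 1 more than 5KO. A difference between sequencing batches stays open, because 0 of the deposited tables hold more than 1 of the 7 groups. The hypothesis that the Dnmt1 sgRNA competes with that for Dnmt3a, or that loss of Dnmt1 changes repair or survival at this site, is therefore untested.

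The G and A reads at C7 of Tet3, next to the target C8, may be a product of editing, and technical sources were tested first. A variant carried by one parental strain would give 1 of the bases and not both, but 8 embryos held A and G at 5% or more each, which argues against it as the whole source. A variant as a source of part of the G stays open, since G was within 10 points of 50% in 10 embryos. G was however at 5% or more in 25 of 26 embryos. A variant of the second strain, which only part of the embryos inherit from F1 dams, would not account for all of these. The sequence of the second strain at this site was not used here, nor were the control embryos, whose shares would bear on such a variant. Misread or misaligned bases would reach the neighbours, but other bases averaged 0.0579% at positions 6 and 9, with a maximum of 2.0%. Repair of the deaminated C to another base, as a general outcome of this editor, would put A and G at other converted bystanders. At Tet1 C4, Dnmt1 C3 and Dnmt3a C4, A and G made up 0.926% of converted reads, against 49.0% at Tet3 C7. Only 2 embryos had 5% or more at these other sites, both at Dnmt1 C3, with C3A at 43.0% in the E6.5 embryo of Dnmt-TKO replicate 1 and C3G at 7.0% in the E9.5 embryo of replicate 2. A candidate explanation is therefore repair that differs by site, with the adjacent deaminated bases at C7 and C8 as a factor. Against adjacency as a sufficient cause stands the Dnmt3a site, where C4 and C5 are also neighbours, were converted to within 1.78 points of each other with A and G listed at 0 at C4. Every sgRNA has 1 site here, so site and sequence cannot be separated.

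The shares of the common bystanders varied widely between embryos. If conversion in 1 cell fixed each allele for the whole embryo, shares would lie near 0%, 50% or 100%. Conversion in a few cells would also allow shares in between, which this test does not cover. Of 76 embryo values at Tet1 C4T, Tet3 C7T and Dnmt1 C3T, 44 lay within 10 points of 0%, 50% or 100%, 57.9% against 40% for a flat spread (exact binomial test, two-sided, p = 0.00212). That p takes the values as independent, although many embryos give a value at more than 1 of the sites, so it is too small if these go together. Each of these sites was above 40%. Taken alone, only Dnmt1 C3T passed 0.05 (17 of 24, exact binomial test, two-sided, p = 0.00287). Tet1 C4T (14 of 26, exact binomial test, two-sided, p = 0.164) did not pass. Nor did Tet3 C7T (13 of 26, exact binomial test, two-sided, p = 0.321). High conversion at Dnmt1 C3T also gathers values near 100%, so early fixation and plain high efficiency cannot be told apart. The counts use T alone. With every base other than C counted, the group means at Tet3 C7 were 86.8% to 100%, so the same limit holds there.

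The bystanders at positions 3 to 8 that follow T (Dnmt1 C3T and Dnmt3a C4T) had higher group means than those that follow A (Tet1 C4T and Tet3 C7T), with a gap of 6.60 points between the lowest of the former and the highest of the latter. A preference of the deaminase for a C that follows T could give this. When every base other than C is counted as conversion, the gap to Tet3 C7 becomes −23.3 points, because Tet3 C7 was changed to some other base in 86.8% to 100% of reads on average per group. These values argue against the preference as the source of the lower T share at Tet3 C7. At Tet1 C4 the order stays when every base other than C is counted, with 26.4% to 53.2% per group and a gap of 23.5 points to the lowest mean after T. There the preference is left open, because 1 site cannot separate the preceding base from other features, which were not tested.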
